A study of Gasterosteus aculeatus with 227 samples.

How the data were processed

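Threespine stickleback (Gasterosteus aculeatus), a small fish with an X and a Y chromosome in males and 2 copies of the X in females, were caught in a natural population during the reproductive period, per the labels. RNA was extracted from brain, gills and liver with a column kit. Libraries were made with the QuantSeq FWD kit with dual indexing, which reads the end of polyadenylated transcripts, so a gene gives about 1 fragment per transcript and its count needs no correction for length. The 227 libraries come from 80 fish. Each fish has a tag, and the tag joins its tissues. All 3 tissues were measured in 69 fish, and every tag carried 1 sex only.

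The authors deposited raw read counts per gene, 1 table per tissue and 1 column per library, without normalisation. Per the table headers, each column is 1 library and none is pooled. The trimming, the aligner, the genome build, the annotation and the strand setting are stated neither in the labels nor in the tables, and overlapping genes were therefore taken as they were counted. Each table ends with 5 summary lines of reads given to no gene. Of these lines, 3 hold 0 in all libraries of each tissue, among them the line for reads that align to several places. The other lines were left out of library sizes and tests. Reads in no gene came to 12.9% ± 0.589 of brain reads (SD, n = 78), 11.0% ± 0.658 of gill reads (SD, n = 72) and 7.68% ± 1.48 of liver reads (SD, n = 77). Reads overlapping several genes came to 4.33% ± 0.283, 3.83% ± 0.368 and 4.03% ± 0.667 in the same order. Whether reads with several places of origin were dropped or given to 1 gene is thus unknown. In either case, genes with a near-identical copy, such as X and Y copies of a gene, are uncertain in these tables.

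The tables list the same 25994 genes. A table of gene names of the assembly fGasAcu3.hap1.1 was used for names, for the class of a gene (autosome, X, Y) and for the order of genes along a chromosome. It may not be the build behind the counts, so no position is given. Of the listed genes, 21014 (80.8%) were matched: 19267 by symbol, 1745 by gene number and 2 by synonym. The matched genes were 19567 autosomal, 896 X and 526 Y genes, and the rest lay outside these chromosomes. Genes without a match were kept in the tests as unmatched.

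Total counts are the depth of a library. They ran from 86631 to 17558655 in brain, from 6599953 to 28095335 in gills and from 8829 to 27770413 in liver. A total under 0.5 times the tissue median was found in 1 brain library, 0 gill libraries and 12 liver libraries. The reads carry no molecular identifiers in these tables, so intervals and detection limits cover counting error only. The detection limit was set at 3 counts, which in a library set of median size corresponds to 0.240 CPM (counts per 1000000) in brain females, 0.255 CPM in gill females and 0.315 CPM in liver females. A fold difference against a sex without counts was computed against that limit and is a lower bound, provided that the gene was counted in both sexes. Pairs of libraries of 1 tissue and sex with at least 1000000 counts were compared by a chi-square test over genes to look for a library present as 2 columns. The smallest chi-square per degree of freedom was 13.0, so no pair lay within sampling noise and each library counts as 1 replicate.

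The tests, the rule for named genes, the fixed gene list and most alternatives were set before the data were examined. Females and males were compared within each tissue with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter by sex, trended dispersions, robust fitting and sex as the only term. Log2 fold changes are female relative to male. P-values of these models are two-sided and were adjusted by the Benjamini-Hochberg method over the genes tested in the tissue, and a gene with an adjusted p-value under 0.05 is called sex-biased. Standard errors (SE) were derived from the log2 fold change and its F statistic. A difference between tissues was tested as the sex-by-tissue interaction in 1 edgeR fit over all libraries, with a mean per tissue and sex. Sex differences of 2 tissues were correlated across genes. Genes are not independent replicates and the tissues share fish, so these correlations were set against other splits of the fish, in which sex was permuted over fish together with all their tissues. For tissue fits and correlations 100 splits were used, and for interactions 40, the labelled split included.

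X-chromosome expression was computed per library as the median over X genes minus the median over autosomal genes of log2 CPM (prior count 2) centred on the mean of each gene. Females and males were compared by a two-sided permutation test with 100000 resamples, in each tissue and, within fish, between tissues, with Benjamini-Hochberg adjustment over these 6 comparisons. The share of sex-biased genes on each chromosome was tested by two-sided Fisher exact tests against the matched genes tested in the tissue, adjusted over 132 tests. The autosomes were also tested against autosomal genes alone, adjusted over 120 tests. A gene was called sex-limited when it had at least 1 count in at least 90% of the libraries of 1 sex and in at most 10% of the other. Numerical work outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

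Genes named in the text follow a rule. In each tissue these are the 3 genes per direction with the largest absolute log2 fold change among sex-biased genes with a mean of at least 1 CPM. Of genes sex-biased in 1 direction in all 3 tissues, the 3 per direction with the largest value of their smallest absolute log2 fold change were taken. Of genes with opposite calls in 2 tissues and an interaction adjusted p-value under 0.05, the 3 with the largest interaction were taken. The fixed list held vitellogenins, egg coat (zona pellucida) genes, estrogen receptors, the androgen receptor, both aromatases and amh. Of that list, 10 genes are in the tables.

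The procedures were tested on simulated counts. They were drawn with the mean of each gene over the libraries of a tissue, the trended dispersion and the real library sizes. Genes were drawn independently, without unusual libraries or transcripts of other tissues. The false calls below therefore hold for such counts and do not measure those in the real tables. With 200 genes changed by a fold of 2, the edgeR test recovered 192 (96.0%) among 18280 brain genes with 7 false calls. It recovered 189 (94.5%) among 17579 gill genes with 8 false calls, and 152 (76.0%) among 12938 liver genes with 10 false calls. For the interaction, 200 genes were changed by a fold of 4 in liver females over 19845 genes. Of these, 191 were recovered for liver against brain with 38 false calls and 190 for liver against gills with 57 false calls, and gills against brain gave 0 false calls. A simulated excess of X genes by a fold of 2 gave X-score differences of 0.974, 0.968 and 0.849 in brain, gills and liver, over 699, 659 and 475 X genes.

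Alternatives covered the scaling (size factors of DESeq2, library totals, upper quartile), the filter on low counts, the test (DESeq2 1.42.0, and limma 3.58.1 with voom) and a test of a fold over 2. They also covered the replicate number as a block, the number series of the fish tags as a covariate, surrogate variables (sva 3.50.0, at most 5), the removal of shallow libraries, of incomplete fish and of the 10 most abundant genes. After the data had been seen, further alternatives were added: leaving out 1 male fish and 4 liver libraries whose expression departed from their sex label, leaving out the library with the highest level of a gene with opposite calls, leaving out X and Y genes of the fits, autosomal genes alone as the background of the chromosome tests, X expression in liver without shallow libraries, and interaction fits without shallow libraries, without abundant liver genes, or with voom without a fish block. All tests of technical explanations were also chosen after the data had been seen.

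All 227 libraries entered the reported comparisons, those with few counts and those with doubtful labels included. Fish tags fall into numbers below 100, numbers above 200 and 2 tags with a letter. The labels give no meaning for these series. They were treated as possible batches, and comparisons were repeated within the numbered series.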

Results

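Gene expression was measured in brain, gills and liver of wild threespine stickleback of both sexes, to ask how far females and males differ in each tissue and which differences the tissues share. Brain gave 39 female and 39 male libraries, gills gave 36 and 36, and liver gave 38 and 39. The median total count was 12203740 in brain, 11195926 in gills and 9930317 in liver. In each tissue the 10 genes with the largest mean share of counts over all its libraries were taken as 1 list for both sexes. In brain they took 8.35% ± 1.19 of the counts in females and 8.26% ± 1.22 in males (SD, n = 39 each). In gills they took 9.96% ± 3.48 in females and 10.5% ± 3.48 in males (SD, n = 36 each). In liver the sexes differed more, with 43.2% ± 12.6 in females (SD, n = 38) and 27.3% ± 8.82 in males (SD, n = 39). A list common to both sexes need not hold the most abundant genes of each sex.

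Depth was uneven in liver. Of the 77 liver libraries, 10 held fewer than 500000 counts, 3 from females and 7 from males, and female brain replicate 8 held 86631. When each library was fitted as a mix of the mean profiles of the 3 tissues, these 11 libraries held a median of 65.2% of transcripts of the other tissues, with a range of 15.3% to 84.5%. The libraries with at least 1000000 counts, all others, had a median of 1.05%.

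**Figure D1:**
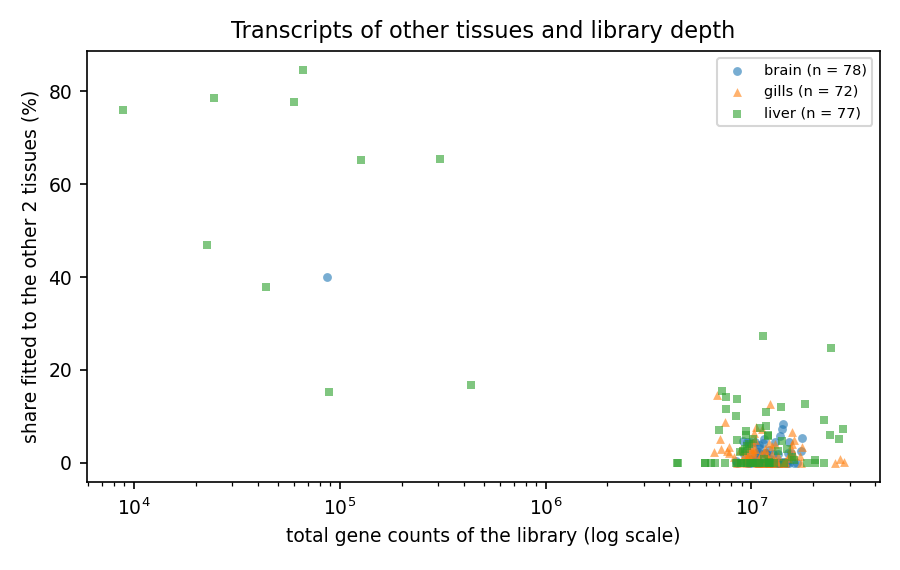
Share of each library fitted to the other 2 tissues in percent, against its total gene counts on a log scale, with a point per library (brain 78, gills 72, liver 77). The 11 libraries under 500000 counts lie between 15.3% and 84.5%, and the libraries with at least 1000000 counts between 0 and 27.4%.

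The sex labels were compared with counts of Y genes. Of the Y genes, 480 had no count in any female library of any tissue, the shallow ones included. Of these, 424 had a count in a male, and the others tell nothing of the sex labels. If female libraries were counted without most of the Y chromosome, a question taken up below, these zeros follow from the label. They would then not check it. In brain, 258 Y genes had at least 1000 counts over the males, and 94.6% of them had 0 counts in all 39 females, against 3416341 counts in the males. Among 13732 autosomal genes with that many counts in males, 1 had 0 in all females. In gills 92.3% of such Y genes were at 0 in all females, and in liver 92.8%. Genes limited to males numbered 327 in brain, 292 in gills and 34 in liver, and 34 were limited to males in all 3 tissues. The number in liver was set by the shallow male libraries: with libraries under 0.5 times the median left out and the others scaled down to the smallest kept, it was 186. Genes limited to females numbered 1 in brain, 3 in gills and 0 in liver. No test was made for sex-limited genes.

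Every male library of brain and gills had counts of Y genes, but 1 male fish departed from the rest. In male brain replicate 12 and male gill replicate 11, both of this fish, the Y genes absent from females stood at 15.0% and 12.8% of the male median. Its X expression, defined below, was 0.31 in brain, where the other males ranged from -0.67 to -0.34 and the females of sufficient depth from 0.51 to 0.60. In liver, male replicates 32 and 35 had vtg3, a vitellogenin (egg yolk precursor), at 5395 and 11575 CPM (counts per 1000000), where the median of 30 other deep male livers was 16.3 CPM. Female liver replicates 17 and 23 had vtg3 at 40.4 and 15.2 CPM, where the median of 33 other deep female livers was 9317 CPM. These libraries were kept under their labels.

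Sex-biased genes were counted in each tissue with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p-value under 0.05. In brain, 1329 of 18346 genes were sex-biased (7.24%), 848 higher in females and 481 higher in males. In gills the number was 2378 of 17654 (13.5%), 1063 higher in females and 1315 higher in males. In liver it was 4265 of 13176 (32.4%), 2294 higher in females and 1971 higher in males. A fold change of at least 2 was reached by 673 of these genes in brain, 789 in gills and 1641 in liver. The female share was 63.8% in brain (exact binomial 95% interval 61.2 to 66.4), 44.7% in gills (42.7 to 46.7) and 53.8% in liver (52.3 to 55.3). These intervals treat genes as independent draws and do not measure the spread over fish. The shares depended on the scaling in liver, where size factors of DESeq2 gave 1848 higher in females and 2497 higher in males, a female share of 42.5%. Library totals alone gave 865 and 5392 there, a female share of 13.8%. In gills the share also depended on added model terms: surrogate variables gave 1134 higher in females and 1040 higher in males, a female share of 52.2%, and the replicate number as a block gave 55.1%. In brain and liver the counts were moved most by requiring 10 counts in every library, which left 92 sex-biased genes of 1710 in brain and 40 of 56 in liver. In gills they were moved most by testing for a fold over 2, which left 431.

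The classes of genes differed between tissues. In brain 262 sex-biased genes were autosomal (1.70% of the autosomal genes tested), 654 were on the X (93.6%), and 94.5% of the Y genes tested were sex-biased. In gills 1302 were autosomal (8.77%), 578 on the X (87.7%), with 93.6% of the Y genes. In liver 3394 were autosomal (29.9%), 336 on the X (70.7%), with 93.4% of the Y genes. Autosomal sex-biased genes were higher in males in 184 of 262 cases in brain and 945 of 1302 in gills. In liver 1641 of 3394 were higher in males. The number of autosomal genes depended on the other genes in the test. With X and Y genes left out of library sizes and tests, 135 autosomal genes were sex-biased in brain, 914 in gills and 3342 in liver.

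**Figure D2:**
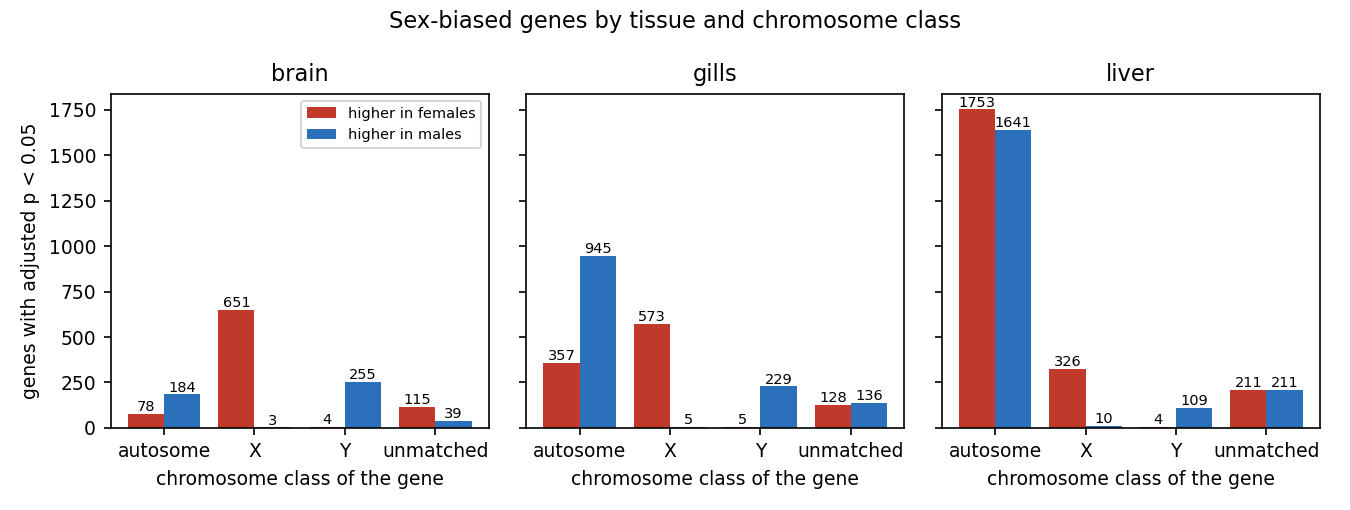
Number of genes with an adjusted p-value under 0.05 (edgeR) that were higher in females or in males, by chromosome class, in brain (39 females, 39 males), gills (36, 36) and liver (38, 39). Sex-biased X genes were nearly all higher in females and Y genes higher in males, and autosomal genes numbered 262, 1302 and 3394.

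In brain the largest excess in females was that of LOC120809309, an X gene, at 8.88 ± 5.43 CPM in females and 0.0680 ± 0.103 CPM in males (SD, n = 39 each), a log2 fold change of 6.87 (SE 0.30, edgeR adjusted p 4.61e-35). It was followed by hcn3, an autosomal gene encoding an ion channel subunit, with 4.45 (SE 0.29, edgeR adjusted p 9.01e-25), and by ankrd34c on the X with 4.29 (SE 0.28, edgeR adjusted p 3.79e-24). The largest excess in males was that of 3 Y genes without a count in any female brain. LOC120812252 stood at 1320 ± 336 CPM in males (SD, n = 39), at least 5509-fold higher than in females. LOC120812459 was at least 916-fold higher and LOC120812332 at least 749-fold higher. In each tissue, such folds of Y genes bound expression only if female libraries were counted with the Y chromosome, which is doubted below.

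In gills LOC120822850, which had no match in the gene table, was highest in females relative to males, at 2.03 ± 1.09 CPM in females and 0.0158 ± 0.0390 CPM in males (SD, n = 36 each). No male gill library had more than 2 counts of it, so the fold is given as at least 6.97-fold higher in females (edgeR adjusted p 1.54e-30). LOC120809309 followed with a log2 fold change of 5.86 (SE 0.28, edgeR adjusted p 6.66e-31), and the unmatched gene tnni1c with 5.46 (SE 0.35, edgeR adjusted p 2.48e-23). The Y genes LOC120812678, LOC120812476 and LOC120812312 had no count in any female gill library. They were at least 1884-fold, 1317-fold and 1315-fold higher in males.

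In liver gpc5c, an autosomal gene of the glypican family, reached 5363 ± 3598 CPM in females (SD, n = 38) and 2.70 ± 2.58 CPM in males (SD, n = 39). Its log2 fold change was 10.96 (SE 0.49, edgeR adjusted p 1.72e-32). In the libraries with vitellogenin at the level of the other sex, gpc5c was at 0.468 and 0 CPM in male replicates 32 and 35 and at 29.7 and 8.07 CPM in female replicates 17 and 23. The X gene LOC120809865 had a log2 fold change of 7.44 (SE 0.52, edgeR adjusted p 1.37e-21) and the autosomal gene lrrc3b one of 6.05 (SE 0.54, edgeR adjusted p 2.65e-16). Among Y genes without a count in females, LOC120812678 was at least 1273-fold higher in males, LOC120812476 at least 1089-fold and LOC120812538 at least 977-fold.

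Sharing between tissues was assessed over 12691 genes tested in all 3. Of these, 508 were sex-biased in each tissue, 372 of them higher in females in all, 125 higher in males in all, and 11 with mixed directions. The 508 genes comprised 306 X, 104 Y, 40 autosomal and 58 unmatched genes. Independent calls at the rates of each class would give 286 X, 90.9 Y, 4.09 autosomal and 3.87 unmatched genes, so most of the shared genes follow from the high rates on X and Y. With all classes pooled, independent calls would give 32.4. With X and Y genes left out of the fits, 89 genes were sex-biased in all tissues. Unmatched genes stayed in these fits, and their chromosome is unknown, so the 89 are not all known to be autosomal. Of the 58 unmatched genes above, 53 were higher in females in all tissues. Genes sex-biased in a single tissue numbered 80 for brain, 718 for gills and 3162 for liver. Among genes called in both tissues of a pair, 917 of 925 had the same direction in gills and brain, 543 of 576 in liver and brain, and 688 of 798 in liver and gills. Among autosomal genes called in both, the direction was the same in 72 of 77, 66 of 90 and 209 of 295 in that order.

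Across all genes tested in both tissues, the Spearman correlation of log2 fold changes was 0.133 for gills and brain (16578 genes), 0.102 for liver and brain (12891 genes) and 0.253 for liver and gills (12789 genes). Genes are not independent replicates. Of 100 splits of the fish, 60, 49 and 16 gave a correlation as far from 0, the labelled split included, so these rank correlations did not exceed those of other splits. The Pearson correlation weighs the large differences of sex-chromosome genes and was 0.955, 0.792 and 0.803, and 1 of 100 splits, the labelled one, reached each. With sex-chromosome genes left out, the Spearman correlation of gills and brain was -0.0039.

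The genes with the largest excess shared by all tissues were ndufa9a, LOC120809586 and LOC120809573 in females. The X gene ndufa9a had log2 fold changes of 3.66 (SE 0.11) in brain, 3.82 (SE 0.14) in gills and 4.09 (SE 0.20) in liver, and its edgeR adjusted p-values were 2.67e-45, 1.12e-37 and 9.42e-30. LOC120809586 on the X had 3.43, 4.02 and 3.37 in the same order. LOC120809573 had 3.37, 2.73 and 3.59. It is placed on the Y in the assembly used for names, although females had more counts of it than males, so its class in the tables is uncertain. In males LOC120812678, LOC120812476 and LOC120812312 led in all tissues. In brain they were at least 713-fold, 612-fold and 540-fold higher than in females.

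Whether the sex difference itself differed between tissues was tested for 19925 genes as the sex-by-tissue interaction. Gills and brain differed in 105 genes, 75 of them autosomal, at an edgeR adjusted p-value under 0.05, and 1782 genes had an unadjusted p under 0.05. Liver and brain differed in 4907 genes and liver and gills in 4958. With voom and the fish as a random block, the number for gills and brain was 344, and voom without that block gave 294. Opposite calls in the tissues of a pair together with an interaction were found for 4 genes in gills and brain, 33 in liver and brain and 110 in liver and gills.

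The largest such interactions were those of LOC120810713 and LOC120809999, both higher in males in liver and higher in females in brain. LOC120810713 had log2 fold changes of -4.77 (SE 0.99, edgeR adjusted p 7.97e-05) in liver and 1.61 (SE 0.46, edgeR adjusted p 0.0129) in brain. LOC120809999 had -4.72 (SE 0.94, edgeR adjusted p 4.10e-05) and 1.41 (SE 0.46, edgeR adjusted p 0.0392). Both liver values rested on male liver replicate 21, at 44878 and 43669 CPM. Without that library the log2 fold changes were -0.99 (adjusted p 0.279) and -1.41 (adjusted p 0.0936), and neither gene was called. LOC120810713 was also higher in males in gills with -2.64 (SE 0.60, edgeR adjusted p 0.00065), opposite to brain with an interaction (edgeR adjusted p 0.0090). Its gill value was not tested without its highest library. In brain the highest level was that of the shallow female replicate 8, and without it the values were 1.45 (adjusted p 0.0187) for LOC120810713 and 1.28 (adjusted p 0.0558) for LOC120809999. The next gene, LOC120817011 (fat4, an atypical cadherin), was higher in females in liver with 4.11 (SE 0.36, edgeR adjusted p 6.12e-17) and higher in males in gills with -0.61 (SE 0.16, edgeR adjusted p 0.0037). It stayed past the threshold without its highest library, at 4.01 (adjusted p 1.11e-16) and -0.58 (adjusted p 0.0080).

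Because males carry a single X, the expression of X genes relative to autosomal genes was compared between the sexes. In brain the score was 0.55 ± 0.06 in females and -0.54 ± 0.15 in males (SD, n = 39 each), a difference of 1.09 on the log2 scale. In gills it was 0.53 ± 0.03 and -0.53 ± 0.16 (SD, n = 36 each), a difference of 1.06. In liver it was 0.45 ± 0.28 in females (SD, n = 38) and -0.47 ± 0.28 in males (SD, n = 39), a difference of 0.92. The permutation p-value was 1e-05 in each tissue, the smallest that 100000 resamples can give, and 2e-05 after adjustment over 6 comparisons. All 39 female brains and all 36 female gills lay above the male mean, as did 37 of 38 female livers. The sexes overlapped in liver, where 32 of 38 females lay above all males and 2 of 39 males below all females. The lowest female liver was the shallow replicate 16, at -0.77. With each autosome in turn as the comparison, the liver value moved most, between 0.82 and 0.97.

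**Figure D3:**
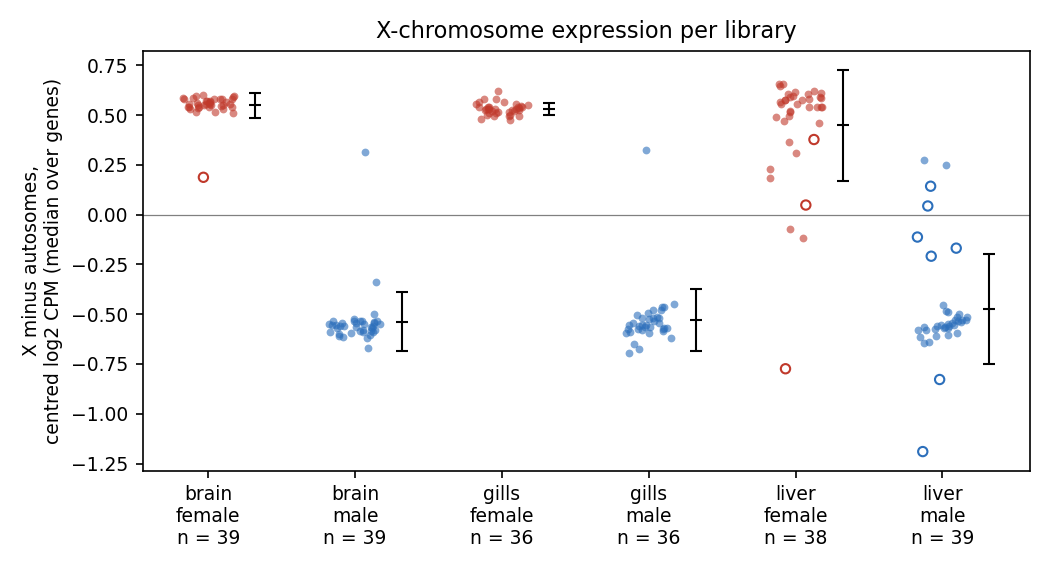
X-chromosome expression of each library, as the median over X genes minus the median over autosomal genes of centred log2 CPM, with the mean and SD beside each group and open circles for libraries under 500000 counts. Females lie near 0.5 and males near -0.5 in brain and gills with 1 male fish among the positive values, and the liver values of both sexes spread further.

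The sex difference of X expression was compared between tissues within fish. It was smaller in liver than in brain by -0.15 (permutation p 0.0144, adjusted 0.0180, 37 females and 38 males) and smaller in liver than in gills by -0.16 (permutation p 0.0150, adjusted 0.0180, 36 females and 35 males). Gills and brain did not differ (-0.03, permutation p 0.169, adjusted 0.169, 35 of each sex). The liver differences were not kept when fish with a shallow library or a doubtful label were left out: they were -0.03 (permutation p 0.175) against brain and 0.00 (permutation p 0.940) against gills.

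Sex-biased genes were unevenly spread over chromosomes. Of the X genes tested, 93.1% were higher in females in brain, 86.9% in gills and 68.6% in liver, against 0.523%, 2.40% and 15.3% of the other matched genes. The odds ratios were 2490 (95% interval 1733 to 4300) in brain, 268.9 (209.8 to 347.8) in gills and 12.1 (9.87 to 14.9) in liver, where the two-sided Fisher adjusted p was 4.21e-140. Of the Y genes tested, 93.1%, 91.6% and 90.1% were higher in males, with odds ratios of 1137, 167 and 55.99. Restricting the background to genes tested in all 3 tissues moved the odds ratio of X genes in brain most, to 4768. That background holds the X and Y genes and so lowers the odds ratio of every autosome. Each of the 20 autosomes was therefore also set against the other autosomes alone, a test added after the data had been seen. None was enriched or depleted in brain and gills, where the smallest Fisher adjusted p was 0.399. In liver 1 autosome, chromosome 18, was enriched in female-biased genes, with an odds ratio of 1.55 (95% interval 1.22 to 1.96, Fisher adjusted p 0.0455), and none in male-biased genes.

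The median log2 fold change of all X genes tested was 0.96 in brain, 1.00 in gills and 0.86 in liver. Along the order of X genes it was not uniform. The tested genes were divided in order into 10 groups of equal size. In group 1 the median was 1.08 in brain, 1.13 in gills and 0.92 in liver. In groups 2, 3 and 4 it ran from 1.30 to 1.46 in brain, from 1.19 to 1.37 in gills and from 1.18 to 1.54 in liver. In groups 5 to 10 it ran from 0.85 to 0.98 in brain, from 0.84 to 1.00 in gills and from 0.59 to 0.78 in liver. In group 1, 54 of 69 genes (78.3%) were higher in females in brain, against 88.6% to 100% in the other groups. In gills the share in group 1 was 72.3%, against 77.3% to 95.5%. In liver it was 76.6%, within the range of the other groups (47.9% to 80.9%). Reads shared by X and Y copies of a gene have no unique place, so the values of single X genes carry this uncertainty.

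**Figure D4:**
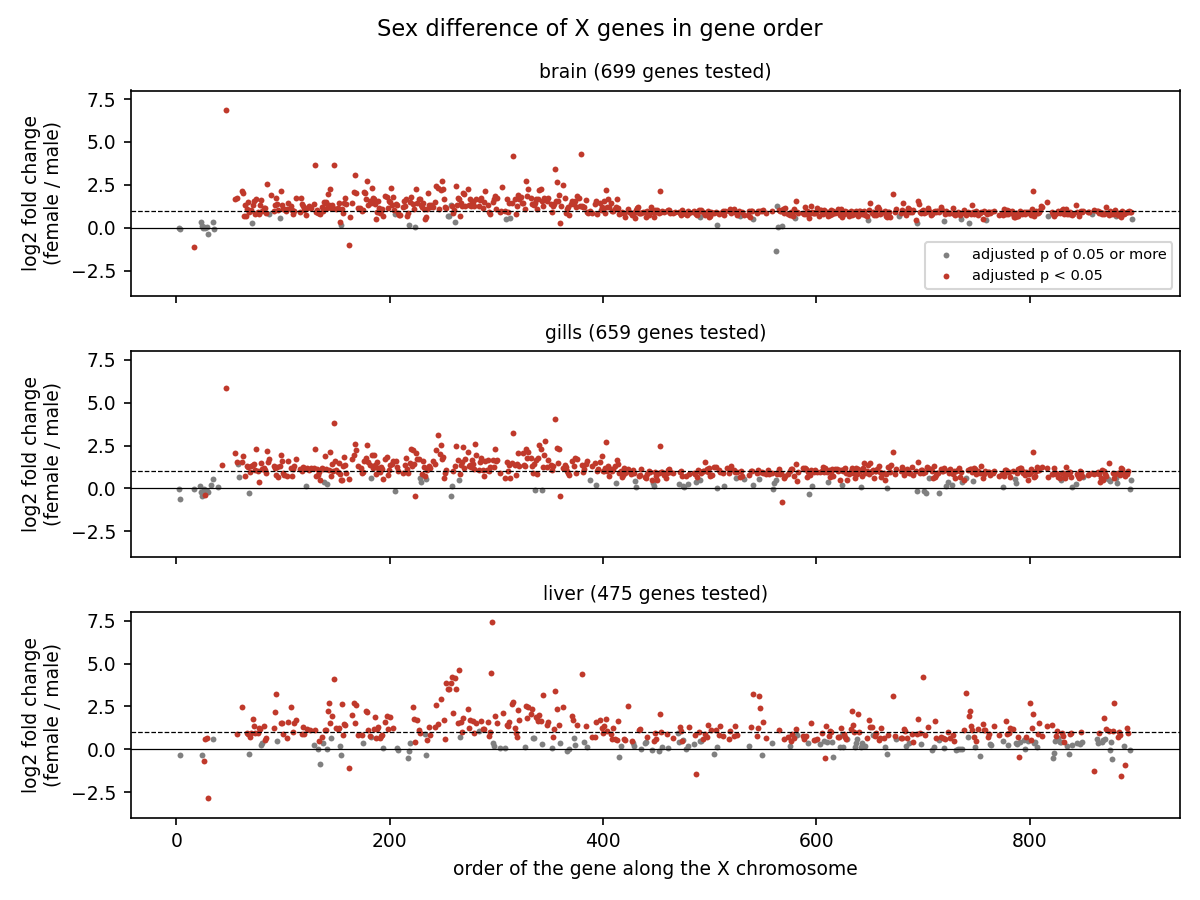
Log2 fold change (female relative to male) of X genes against their order along the X chromosome of the assembly used for names, in brain, gills and liver, with genes of adjusted p under 0.05 in red and 3 points outside the axis not shown. Most genes lie near 1, the dashed line, and some genes at the left end lie near 0. Most others on the left side of the plots lie higher than those on the right.

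The fixed list of reproductive genes was tested in each tissue. Of its 10 genes, 8 were tested in brain, 8 in gills and 6 in liver. Over all genes tested, 2 were called in brain, 2 in gills and 3 in liver, and adjusted over the list alone, 2, 3 and 4 were called. In brain LOC120808695 (cyp19a1b, an aromatase), an X gene, stood at 193 ± 75.7 CPM in females and 103 ± 48.5 CPM in males (SD, n = 39 each), a log2 fold change of 0.91 (SE 0.13, edgeR adjusted p 2.54e-08). This is close to the median of X genes. The estrogen receptor esr2b was lower in female brains with -0.49 (SE 0.13, edgeR adjusted p 0.0034). In gills esr2a was higher in females with 1.06 (SE 0.17, edgeR adjusted p 3.33e-07) and esr2b lower with -0.40 (SE 0.12, edgeR adjusted p 0.0113), and the third call on the list alone was the egg coat gene zp3d.1 with 0.35.

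In liver vtg3 stood at 12437 ± 7400 CPM in females (SD, n = 38) and 1008 ± 4129 CPM in males (SD, n = 39), a log2 fold change of 3.62 (SE 0.71, edgeR adjusted p 2.64e-05). The male mean was raised by the libraries named above, and the male median was 18.9 CPM. The receptor esr1 had 3.61 (SE 0.51, edgeR adjusted p 1.39e-08) and esr2a -0.56 (SE 0.20, edgeR adjusted p 0.0197). The male mean of esr1, 20.4 CPM, was also raised by male replicates 32 and 35, at 109 and 192 CPM. The medians of esr1 were 2.64 CPM in males and 258 CPM in females. On the list alone esr2b was also called in liver, with 0.61. The genes amh and LOC100174876 (ar, the androgen receptor) were called in no tissue, on the list alone included, with unadjusted p-values of at least 0.0504 and 0.148. The direction of vtg3 was not the same in every tissue, with 0.65 in brain (unadjusted p 0.0870) and -0.64 in gills (unadjusted p 0.148), neither of which was called.

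Fish tags below 100 and above 200 were treated as possible batches, and the comparisons were repeated within them. The 2 fish with lettered tags are females only and gave no comparison. In brain 1142 genes were sex-biased among tags below 100 and 1119 among tags above 200, and 970 were called in both. In gills the numbers were 1186 and 1504, with 843 in both, and in liver 2514 and 1720, with 1208 in both. The gill calls were 768 higher in females and 418 higher in males among tags below 100. Among tags above 200 they were 735 and 769, against 1063 and 1315 over all fish. Autosomal genes called in both series numbered 55 in brain, 78 in gills and 829 in liver. Of the genes called over all fish and tested in brains with tags below 100, 1317 of 1319 had the same direction there, and 1313 of 1313 had it among tags above 200. Each series is a part of the fish that gave these calls, so the shared direction is no independent test. Compared with each other in a fit over both sexes, the series differed in 1 gene in brain, 2 in gills and 2 in liver. This fit had no term for sex, so sex differences added to its spread and differences of the series could be missed. Unadjusted p-values under 0.05 numbered 1353, 1872 and 618. The sex difference of X expression was 1.10, 1.09 and 0.92 in brain, gills and liver among tags below 100, and 1.08, 1.03 and 0.91 among tags above 200, with permutation p 2e-05 in each. The smaller X difference of liver was -0.14 (permutation p 0.0628) and -0.18 (permutation p 0.0835) against brain in these series. Against gills it was -0.17 (permutation p 0.0482) and -0.15 (permutation p 0.150).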

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

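All tests in this part were chosen only after the results they bear on had been seen.

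The sex difference differed between gills and brain in 105 genes by the sex-by-tissue interaction. Of 40 splits of the fish, 1, the labelled one, gave as many genes, and the largest other count was 34. The count did not fall when libraries under 0.5 times the median total were left out (137), which argues against shallow libraries and the transcripts of other tissues in them. It was 91 with the number series of the fish tags as a covariate, of which 88 were among the 105, 114 with the size factors of DESeq2, and 102 without the male fish of doubtful label. None of these tests removed the difference. Reads shared between X and Y copies bear on 13 X genes and 1 Y gene of the 105 and were not tested for the 75 autosomal genes. A difference between the tissues in how the sexes regulate these genes remains open and was not tested further. With 1782 genes at an unadjusted p under 0.05, the size of the set depends on the test, as voom gave 294.

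The sex difference differed between liver and brain in 4907 genes and between liver and gills in 4958 genes. In each case 1 of 40 splits, the labelled one, gave as many, and the largest other counts were 811 and 770. Against depth as the cause, leaving out shallow libraries raised the counts to 5585 and 5789. With the number series as a covariate they were 4908 and 4785, and with the size factors of DESeq2 4807 and 4678. The 10 genes with the largest mean share of counts over all livers took 43.2% of the counts in female livers and 27.3% in male livers. Without the 10 most abundant liver genes the counts were 4893 and 5177, which argues against these genes alone as the cause. Without the 4 livers of doubtful label the counts rose to 6130 and 6104. A difference of liver from the other tissues in sex-dependent expression is thus a hypothesis that these technical tests left standing. They did not cover transcripts of other tissues in livers with at least 1000000 counts. The fitted share of other tissues there was 0 in most females but in a minority of males. It reached 27.4% in male replicate 37 and 24.7% in female replicate 18. Whether it adds to the sex differences of liver was not tested. The cell composition of the liver in breeding fish was not measured, so regulation within cells and a shift of cell types were not separated. The directions of single liver genes near 0 depend on the scaling, as described in the next part.

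The sex difference of X expression was smaller in liver than in brain by -0.153 on the log2 scale. Against gills it was smaller by -0.163, and each value was past its permutation test. The score itself can read lower in liver. In simulation, an X excess of equal fold in each tissue gave 0.849 in liver, against 0.974 in brain and 0.968 in gills. A setting chosen beforehand kept all fish and only genes with at least 10 CPM. It gave sex differences of 1.07 in liver, 1.11 in brain and 1.10 in gills, computed per tissue and not within fish. Depth and label doubts were weighed separately and together. Leaving out fish with a shallow library gave -0.104 (p 0.0217) against brain, which argues against depth as the whole cause there. Against gills this gave -0.0952 (p 0.0842), and leaving out the fish with labels in doubt gave -0.105 (p 0.0612) against brain and -0.0960 (p 0.106) against gills. In these 3 tests the value fell without vanishing. Depth or labels alone, the lower reading of the score in liver and a true difference of liver cannot be told apart at this number of fish. With both sets of fish left out, the values were -0.0331 (p 0.175) and 0.00209 (p 0.940). Shallow libraries and doubtful labels together may therefore account for the smaller X difference of liver. This test leans towards that outcome in part, since 1 of the fish left out was noticed by its X expression, while the 4 livers also stand out by autosomal genes. Leaving out fish with a shallow library also moved gills against brain to -0.0347 (p 0.0247, not adjusted), through female brain replicate 8.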

How the results depend on the processing

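Some settings were chosen after the data had been seen. These left out the male fish of doubtful label, the 4 livers of doubtful label, the library with the highest level of a gene with opposite calls, or the X and Y genes of the fits. The autosomal background of the chromosome tests, X expression in liver without shallow libraries, and the interaction fits without shallow libraries, without abundant liver genes or with voom without a fish block were also chosen then. The other settings in this part were set beforehand, among them the counts of sex-biased genes without shallow libraries or without incomplete fish, and the correlations without sex-chromosome genes.

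The counts of sex-biased genes stayed within 1.5 times the reported ones under the size factors of DESeq2, no filter, the DESeq2 test, voom, the number series as a covariate, surrogate variables, the removal of shallow libraries, incomplete fish, abundant genes, or the male fish of doubtful label. Under these the counts ran from 1248 to 1735 in brain, from 2142 to 2985 in gills and from 3112 to 5396 in liver. For gills no library is shallow, so that removal was not run there. Of the 1329 brain genes, 1323 were also called by DESeq2 and 1260 by voom. Of the 2378 gill genes these were 2331 and 2102, and of the 4265 liver genes 3914 and 3806. Surrogate variables, of which 10 to 12 were found and 5 used, shared 2627 calls with the liver fit.

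Requiring 10 counts in every library left 92 genes in brain, 1390 in gills and 40 in liver, of 1710, 12399 and 56 tested. In brain and liver the shallow libraries removed most genes, while no gill library is shallow. Testing for a fold over 2 gave 488, 431 and 605, a stricter question. Leaving out X and Y genes gave 135 autosomal genes in brain against 262 reported, 914 against 1302 in gills and 3342 against 3394 in liver. With unmatched genes kept in these fits, 89 genes were sex-biased in all 3 tissues. By construction, fewer genes with small p-values make the adjustment stricter for the rest, so in brain many autosomal calls pass the threshold only beside X and Y genes.

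The female share of sex-biased genes depended on the scaling and on other settings. In gills it was 39.7% under the size factors of DESeq2, 39.9% under library totals and 40.1% under the upper quartile, against 44.7% reported. It was 36.8% in fish with all 3 tissues, but 52.2% with surrogate variables (1134 higher in females and 1040 in males) and 55.1% with the replicate block (916 and 746). The excess of male-biased genes in gills was thus not kept under all settings. Among fish tags below 100 it was also absent, with 768 higher in females and 418 in males. In brain it was at least 55.9% under all settings over all genes except the test of a fold over 2, with 43.4%. In liver it was 42.5%, 13.8% and 44.8% in that order, against 53.8% reported. The split there was 1848 higher in females and 2497 higher in males under the size factors of DESeq2, 865 and 5392 under library totals, and 1984 and 2443 under the upper quartile, against 2294 and 1971 reported. Over all liver genes the median log2 fold change was -0.03 as reported, -0.12 under the size factors of DESeq2, -0.48 under library totals and -0.11 under the upper quartile. Small liver differences are therefore relative to the scaling. The 10 most abundant genes over all livers took a larger part of the counts in females. Under library totals this lowers the other genes in females by construction. Leaving out shallow liver libraries gave 2170 higher in females and 2838 higher in males. The female share in liver was 40.1% with the DESeq2 test and 64.2% with surrogate variables.

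The titles number the libraries within each tissue and sex. Libraries of the 2 sexes with the same number did not deviate together: the mean correlation of their deviations was -0.0138 in brain, -0.0214 in gills and 0.0211 in liver, and it exceeded 0.1 in 12 of 39, 12 of 36 and 13 of 38 pairs. The numbers are thus no pairing. The replicate block gave 1258 sex-biased genes in brain, 1662 in gills and 3662 in liver, within 1.5 times the reported counts.

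The interaction of gills and brain was called for 344 genes with voom and the fish as a random block, 69 of them among the 105 reported. Voom without the block gave 294, so most of the rise came with the change of test. The correlation within fish over genes was 0.0498. The other alternatives gave between 91 and 137 genes. Interactions with liver ran from 4653 to 6130 against brain and from 4678 to 6104 against gills. In all 3 tissues 451 genes were called at an adjusted p under 0.01, and 500 with DESeq2.

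The Spearman correlation of gills and brain went from 0.133 to -0.0039 without sex-chromosome genes, a reversal of a value that other splits also reached. The Pearson correlation was 0.955 for gills and brain, 0.792 for liver and brain and 0.803 for liver and gills, each reached by 1 of 100 splits, so the correlation of large differences does not extend to the ranks of all genes.

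Sex-limited genes were sensitive to the threshold where shallow libraries hide genes. At 80% of 1 sex and 20% of the other, 3 genes were limited to females in brain, 147 to males in liver and 2 to females in liver. With libraries scaled down to the smallest kept, 186 were limited to males and 2 to females in liver. The sex difference of X expression kept its direction and its side of the threshold under all alternatives, as did the enrichment of female-biased genes on the X and of male-biased genes on the Y. Against all matched genes, 1 autosome was enriched in male-biased genes in liver, and against autosomal genes alone 0 were, while 1 was enriched in female-biased genes there with either background.

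Of values for named genes, 9 lost significance and 2 gained it, and 2 reversed. The 9 were all values of LOC120810713 and LOC120809999, in liver or brain, under voom, the number series, or without 1 fish or library. The gain was that of zp3d.1 in gills under voom (0.36) and of esr2b in liver without the 4 livers of doubtful label (0.83). The reversals were those of ar in gills, 0.022 without the male fish of doubtful label against -0.0011 reported, and of amh in liver, -0.038 under voom against 0.13 reported. Neither gene was called in these tissues under any alternative, and the cause of these changes was not tested.

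At the depth and spread of each tissue, 76.0% of 200 simulated changes by a fold of 2 were recovered in liver, against 96.0% in brain and 94.5% in gills, so a lower count in liver than in another tissue would not show a smaller difference. The common biological coefficient of variation was 0.655 in liver, 0.361 in brain and 0.449 in gills, and the parts of depth and of spread in the lower recovery were not separated.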

Other observations

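All tests in this part were chosen only after the results they bear on had been seen, and the limits used in them were set at the same time. For the counts of splits, 52 splits were drawn first, and their number was raised to 100 after that outcome had been seen. The larger number lowered the share for autosomal brain genes below.

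Of 100 splits of the fish, 1, the labelled one, gave as many sex-biased genes as reported in brain, in gills and in liver, and 1 gave as many genes sex-biased in all 3 tissues. The largest counts of other splits were 370, 54 and 474 by tissue, so splits that ignore sex also gave many genes at times. For autosomal brain genes the labels stand out less. Of the 100 splits, 3 gave as many as the 262 reported, and another split gave 335. Among the 52 splits drawn first, the same 3 reached it, so the share was above 0.05 there and below it with 100. Adjusted over autosomal genes alone, 126 brain genes were called, which 3 of 100 splits also reached, with 397 in another split. The 944 gill genes and 3300 liver genes obtained in this way were reached by the labelled split only. The rank correlations of sex differences between tissues were reached by 60, 49 and 16 of 100 splits for gills and brain, liver and brain, and liver and gills.

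Libraries with few counts held transcripts of other tissues. The 11 libraries under 500000 counts had a median of 65.2% fitted to the other tissues, against 1.05% in the libraries with at least 1000000 counts. This is consistent with reads carried over from other libraries, for example by swapped indexes, which would make up a larger part of a library that itself gave few reads. A mixture of tissues at dissection was not tested. No index sequences were used here.

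Most Y genes had no counts in females, to a degree that low expression does not give. In brain 94.6% of the Y genes with at least 1000 counts over males had exactly 0 in all females. With 1 reference for both sexes, the 4 shallow female libraries would hold Y reads carried over from males. Over all 526 Y genes, those counted in females included, 42 counts were seen in brain replicate 8 and 116, 30 and 16 in liver replicates 4, 14 and 16. Their tissue content would give 40.4, 126, 33.5 and 15.0 counts at the level of deep females. If the transcripts of other tissues came equally from both sexes, it would give 118, 774, 239 and 64.7, in all 1195. Each of the 4 lay below its number (Poisson p at most 4.72e-13, counting error alone). In the 6 shallow male livers without a doubtful label, Y genes stood at 46.0% to 74.3% of the level expected if all their reads were male, so these took up reads of females as well. That reads of males went into the female libraries in the same way is an assumption of this test. Under that assumption this argues against 1 common reference and suggests that the female libraries were counted without most of the Y chromosome, a step the labels do not mention. Of the 526 Y genes, 46 had a count in a female. When the Y genes were divided in order into 10 groups, 34 of the 52 genes in group 1 had one. That end may be the part shared by X and Y, or genes placed elsewhere in the build behind the counts. If females and males were counted against different references, differences of X and Y genes between the sexes hold a technical part.

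Some X genes exceeded a fold of 2 in females. These genes were examined in the male fish of doubtful label, whose X expression lies between that of the other deep males and that of deep females but which was counted as a male. In its brain, 60 of 86 X genes with a female excess over 1.5 on the log2 scale (69.8%) lay nearer the male median, against 62 of 311 X genes with an excess of 0.5 to 1.5 (19.9%, Fisher exact p 1.32e-17, across genes of 1 library). In its gills it was 33 of 66 against 57 of 305 genes (Fisher exact p 4.18e-07). In its shallow liver they were 38.1% and 42.3% (Fisher exact p 0.833). A candidate explanation is that X reads of males are lost where the Y holds a similar copy, so that the excess over a fold of 2 comes in part from counting. The larger values in groups 2 to 4 of the X order may share that origin, which was not tested. The comparison rests on 1 fish and cannot decide between this and other causes. A rise of all its X genes by an equal amount would also leave genes with a large female excess nearer the male median.

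That male fish was tested further. A mix of male and female RNA would lower all Y genes alike. The SD over Y genes of the log2 level against the male median was 2.64 in its brain, where the highest of 38 other males was 0.766, which argues against a mix. In its gills the SD was 2.42 against at most 1.42, and in its shallow liver 1.24 against at most 1.57. A mislabelled female counted with the Y chromosome would give uneven Y counts, as seen in brain and gills. Its X expression was 0.31 in brain and 0.32 in gills, above every other male but below every deep female (at least 0.51 and 0.47). Whether X reads lost to the Y chromosome account for that gap was not tested. Also, 89.2% of 65 autosomal genes sex-biased in gills lay nearer the male median, where female gills reached at most 72.3%. A mislabelled female, a fish with the gene expression of a male and no Y, and an unusual Y cannot be told apart from 1 fish.

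In 4 livers vitellogenin was at the level of the other sex: male replicates 32 and 35 and female replicates 17 and 23. Of 381 autosomal liver genes differing by a fold over 4, 88.2%, 76.1%, 90.6% and 85.8% lay nearer the other sex, where the other deep libraries reached at most 72.2% in females and 50.1% in males. X expression in these livers was 0.25, 0.27, -0.07 and -0.12, outside the range of the other deep livers of their label in all 4, which was 0.18 to 0.66 in females and -0.65 to -0.46 in males. A shallow female liver, replicate 16, was at -0.77. In the brain and gills of these fish, where measured, it was that of the label. As these values include genes that differ in liver, 83 X genes chosen by their difference in brain and gills were set against autosomal genes. By these the other deep livers ranged from 0.18 to 0.73 in females and from -0.69 to -0.34 in males.

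In male replicates 32 and 35 the level of these X genes was 0.38 and 0.53, in the range of deep female livers. The Y genes absent from females stood at 26.4% and 12.6% of the male median, where the 30 other deep male livers had at least 77.8%. Their median against autosomal genes was -5.47 and -4.81 on the log2 scale, where the lowest of the others was -0.24. A breeding state that moves liver genes alone would leave X and Y genes in the range of males, so these values argue against it for these livers. A female liver would have these X values, but it would also have gpc5c, which stood at 0.468 and 0 CPM, where the 33 other deep female livers had at least 365 CPM. Of 1456 autosomal genes with at least 10 CPM in all of those 33, gpc5c and LOC120817011 (fat4), looked up after their values had been seen, were under 1 CPM in both livers. Whether these livers came from females was thus not settled.

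In female replicates 17 and 23 the level of the X genes was -0.0795 and -0.189, between the ranges of the deep livers of the sexes, and gpc5c was at 29.7 and 8.07 CPM. Their Y genes stood at 423 and 396 CPM, in the range of the other deep female livers (221 to 638 CPM) and below that of males (at least 2734 CPM), which tells nothing of the sex of the liver if females were counted without most of the Y chromosome. For these livers an exchange of samples and the breeding state of the fish cannot be told apart. All of this was noticed and tested on the same data. Without the 4 livers 5175 liver genes were sex-biased, of which 4192 were among the reported 4265.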
